A study of Xenopus laevis with 4 samples. Its data were reported in "Developmental mRNA m5C landscape and regulatory innovations of massive m5C modification of maternal mRNAs in animals" (2022).

How the data were processed

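RNA bisulfite sequencing (BS-seq) was performed on polyadenylated RNA from pools of Xenopus laevis embryos at stage 0 and stage 25. Bisulfite treatment converts unmethylated cytosine to a base read as T, whereas 5-methylcytosine (m5C) is read as C. The share of C reads among C and T reads at a cytosine is the methylation level of that site. The series holds 4 libraries, 2 at each stage. The study calls the replicates technical in its text and biological in a legend, so which kind of spread they hold is not settled here. Samples were grouped by the developmental stage given in their labels. The titles of the stage 25 libraries carry the prefix XT instead of XL, while their organism label gives X. laevis, and they were treated as X. laevis.

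The authors trimmed the reads with cutadapt and Trimmomatic and mapped them to the in silico converted genome with HISAT2. Reads left over were mapped to the converted transcriptome with Bowtie2. The genome and gene models were X. laevis v9.2 from Xenbase. The authors then kept cytosines that passed minimum values of coverage, C reads, level and signal ratio, and that lay outside conversion-resistant genes. Reads with many remaining C bases were removed before the call, which lowers the background from incomplete conversion and also removes reads with many true m5C sites. A site had to be present in both replicates, or to have at least 5 C reads where coverage limited the call to 1 of them.

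The deposited tables are therefore lists of called sites, 1 list per stage, with both replicates combined by the authors. The deposited coverage column holds counts of C and T reads per site and is not normalized. The deposited level column holds a fraction, which is given here in percent. The deposited p-value column is the authors' combined p-value of each call. In the tables, the smallest coverage was 20 reads, the smallest level was 10.0%, and the largest p-value was 0.000819. The smallest number of C reads was 4 at stage 0 and 5 at stage 25. Coverage multiplied by level came to a whole number of C reads at all 16233 and 45 sites, within 0.0001 reads, and these C reads were used as counts. A cytosine that is not in a list may have been unmethylated, below the level minimum or not covered, and the lists do not tell these apart. Because the calls require a level of at least 10%, any comparison of levels between the lists is conditional on a site having been called. The total reads of each library are not in the tables, and coverage was not scaled between stages.

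Sites were matched between stages by chromosome, position and strand. Genes were counted by the gene identifier of the tables. Of 7098 gene names, 5982 matched a symbol or synonym in the RefSeq gene list of the assembly Xenopus_laevis_v10.1, which was used for names alone because its build differs from that of the sites. Positions are given as deposited, on the v9.2 build, and whether they count from 0 or 1 is not given in the sources used here. A genome and annotation of that build were not used here, so sequence motif, the Type I and Type II classes of the study, RNA structure and location in exon, coding sequence or UTR were not analysed here.

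The mean level of listed sites was compared between stages with a permutation test (two-sided, 100000 resamples). C and T reads at shared sites were compared with Fisher's exact test (two-sided), adjusted by the Benjamini-Hochberg method over the 36 shared sites. As the reads of both replicates were pooled, this test covers counting error and not the spread between replicates. Confidence intervals of levels are 95% Wilson intervals and also cover counting error only, since reads without molecular identifiers are not independent molecules. The median interval extended 6.28 percentage points to either side of its middle at stage 0 and 7.86 at stage 25. Coverage and level were compared by Spearman's rho across sites (10000 permutations). Genes with copies in the L and S subgenomes were compared with an exact binomial test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

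The tests were tested on simulated data. At the coverages of the 36 shared sites, Fisher's exact test called 0.0833% of sites when the level was kept, 84.6% when it was multiplied by 0.5 and 97.4% when it was multiplied by 0.25 (200 draws each). The permutation test called 2 of 100 draws without a difference in mean level and 100 of 100 draws with a difference of 15 percentage points, on 2045 simulated sites. Its power for a difference as small as the 6.37 percentage points observed, or on the full lists, was not simulated.

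The genes and sites named were fixed by rule before the data were examined. They were the 5 genes with the most sites at stage 0, the 5 sites with the highest lower Wilson bound at each stage (1 per gene), the 5 shared sites with the highest coverage at stage 25, and the genes of the m5C writers NSUN2 and NSUN6 and the m5C reader YBX1. Of the 5 shared sites, 1 is not reported here. Other names are said to have been chosen later. The alternatives tried were higher minimum values of coverage (50 and 100 reads) and level (20% and 30%), assembled chromosomes only, the median in place of the mean, 1 value per gene, matching by gene, and other sets of gene copies.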

Results

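To compare the mRNA m5C profile of embryos that carry mainly maternal mRNAs with that of a later stage, RNA BS-seq data from stage 0 and stage 25 X. laevis embryos were examined. X. laevis is an allotetraploid frog, and many of its genes have a copy in each of the subgenomes L and S, which is shown by the suffix of the gene name. Each stage was profiled with 2 libraries, which were combined in the deposited site lists. No spread between replicates could therefore be given for any value, and the intervals given cover counting error. Positions are those of the X. laevis v9.2 assembly as deposited, and whether they count from 0 or 1 is not given in the sources used here, so each may be 1 nt off. The coverage of listed sites ranged from 20 to 49613 reads at stage 0, with a median of 146 reads. At stage 25, coverage ranged from 21 to 3890 reads, with a median of 95 reads. In total, 8227250 C and T reads covered the stage 0 sites and 11064 covered the stage 25 sites.

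The first question was how many m5C sites each stage had. At stage 0, 16233 sites were listed in 7140 genes. At stage 25, 45 sites were listed in 41 genes. Thus, the list of stage 0 was 361 times longer in sites and 174 times longer in genes. With 1 combined list per stage, this difference could not be tested against replicate error. Among the alternatives, a level minimum of 30% moved the ratio of site numbers most, to 604, from 5439 and 9 sites. The number of cytosines that were covered but not called is not in the tables, so these are numbers of sites and not densities. Sites lay on both strands in similar numbers, with 8085 on the plus strand and 8148 on the minus strand at stage 0. Unplaced scaffolds held 969 of the stage 0 sites (5.97%) and 3 of the stage 25 sites (6.67%).

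At stage 0, methylated genes had a mean of 2.27 sites. In 3245 genes (45.4%), 1 site was listed, whereas 695 genes had at least 5 sites and 66 genes had at least 10. The largest number, 19 sites, was in LOC108701695 (gene37944), between positions 112724219 and 112744385 of the minus strand of chromosome 9_10L. The levels of these sites ranged from 10.1% to 92.0%, with a median of 24.2%, at coverages of 25 to 286 reads. The gene arhgef17.L had 18 sites on chromosome 2L between positions 179925673 and 180056250, with a median level of 17.2%. LOC108708990 on chromosome 2S and LOC108708548 on chromosome 2L had 17 sites each, and LOC733283 on chromosome 1L had 16. At stage 25, 37 of the 41 genes had 1 site and no gene had more than 2.

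Next, methylation levels were compared. The level was 29.4% ± 21.1 (SD over sites, n = 16233 sites) at stage 0 and 23.0% ± 12.4 (SD over sites, n = 45 sites) at stage 25. The mean was 6.37 percentage points higher at stage 0 (two-sided permutation test over sites, p = 0.0419). Sites are not replicates, so this p-value describes the listed sites and not embryos. The median differed less, being 21.1% at stage 0 and 18.8% at stage 25. With medians in place of means, the difference of 2.30 percentage points did not pass the threshold (permutation test, p = 0.447). In both lists, many sites were close to the calling minimum. Levels were under 20% at 7667 of the stage 0 sites (47.2%) and at 25 of the stage 25 sites (55.6%). Levels of at least 50% were found at 2646 stage 0 sites (16.3%) and at 3 stage 25 sites (6.67%).

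**Figure D1:**
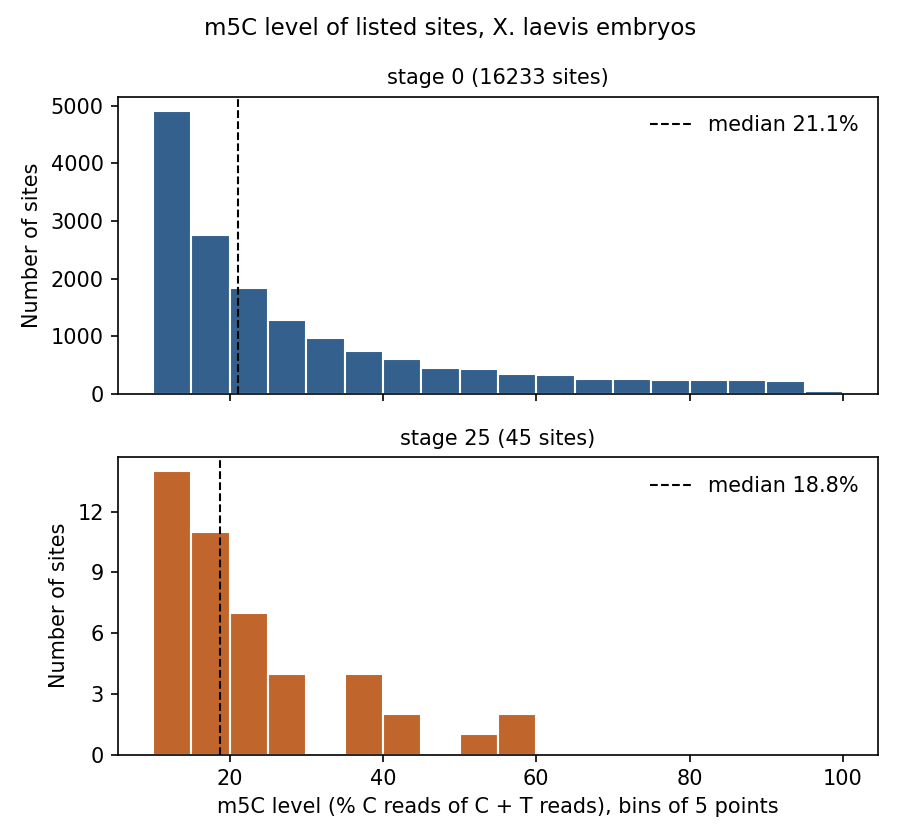
Number of listed sites (y axis, linear, a separate scale for each stage) by m5C level in percent (x axis, bins of 5 percentage points) at stage 0 (top, 16233 sites) and stage 25 (bottom, 45 sites); the dashed line is the median, 21.1% and 18.8%. Both lists are limited to levels of at least 10% by the calls, and the levels of stage 25 reach no higher than 56.8%.

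The most firmly measured high levels at stage 0 were close to complete. In ergic3.L (chromosome 9_10L, position 34015567, minus strand), 240 of 246 reads were C, a level of 97.6% (95% Wilson interval 94.8% to 98.9%). In tmem8a.L (chromosome 9_10L, position 112548247, minus strand), all 69 reads were C, with a lower bound of 94.7%. The level was 95.6% in sltm.S (chromosome 3S, position 53683564, 2280 reads). In cntn4.L (chromosome 4L, position 123701715), 101 of 102 reads were C (94.7% to 99.8%). In mettl16.L (chromosome 2L, position 47037294), 3980 of 4191 reads were C (94.3% to 95.6%). At stage 25, the highest lower bound was that of a site in grhpr.2.L (chromosome 1L, position 106650569, minus strand), where the level was 52.2% (49.1% to 55.3%, 985 reads). The sites in LOC108709196 (chromosome 2S, position 8145499) and ccnb5.L (chromosome 3L, position 89236408) had higher levels, of 56.8% and 56.1%, on only 44 and 41 reads. They were followed by a site in MGC82327 (chromosome 7L, position 22816476) at 35.8% on 363 reads and a site in psme1.S (chromosome 1S, position 114721716) at 39.8% on 98 reads.

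Whether read depth shaped the levels at stage 0 was also examined. Across the 16233 sites, coverage and level were almost unrelated (Spearman's rho = -0.031, permutation p = 1e-04, the smallest that 10000 permutations can give). The median level was 23.9% for sites with 20 to under 50 reads, 20.0% for 50 to under 100 reads, 20.8% for 100 to under 500 reads and 20.6% for 500 reads or more. Among the 10052 sites with at least 100 reads, rho was 0.0011 (permutation p = 0.914). Sites are not independent replicates.

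It was then asked how many sites were listed at both stages. Of the 45 sites of stage 25, 36 were also listed at stage 0, which is 80.0% (95% Wilson interval 66.2% to 89.1%). These 36 sites lay in 32 genes and made up 0.222% of the stage 0 list. With a coverage minimum of 100 reads at both stages, 15 sites were shared. Matched by gene, 36 of the 41 genes of stage 25 had a site at stage 0. The other 9 sites of stage 25 had levels of 10.3% to 36.4% on 22 to 979 reads.

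At the 36 shared sites, the median level was 62.8% at stage 0 and 18.9% at stage 25. The level was lower at stage 25 at 32 sites and higher at 4 sites. By Fisher's exact test with Benjamini-Hochberg adjustment over the 36 sites, 25 sites had a lower level at stage 25 and 0 sites had a higher level, the largest adjusted p of the 25 being 0.0150. With a minimum of 100 reads, 13 of the 15 sites were lower in this test. The 4 sites with a higher level did not pass an unadjusted threshold of 0.05 in this test either. Of the shared sites with the highest coverage at stage 25, that in tmem59.S (chromosome 4S, position 71076236) had a level of 83.0% on 141 reads at stage 0 and 23.6% on 453 reads at stage 25 (Fisher's exact test, adjusted p = 1.75e-36). In LOC398702 (chromosome 9_10S, position 15084454), the level was 70.6% on 34 reads and 13.2% on 439 reads (Fisher's exact test, adjusted p = 1.70e-12). The site in grhpr.2.L at position 106650569 had 84.7% at stage 0 and 52.2% at stage 25, and the site at position 106649707 of the same gene had 63.0% and 19.1%.

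**Figure D2:**
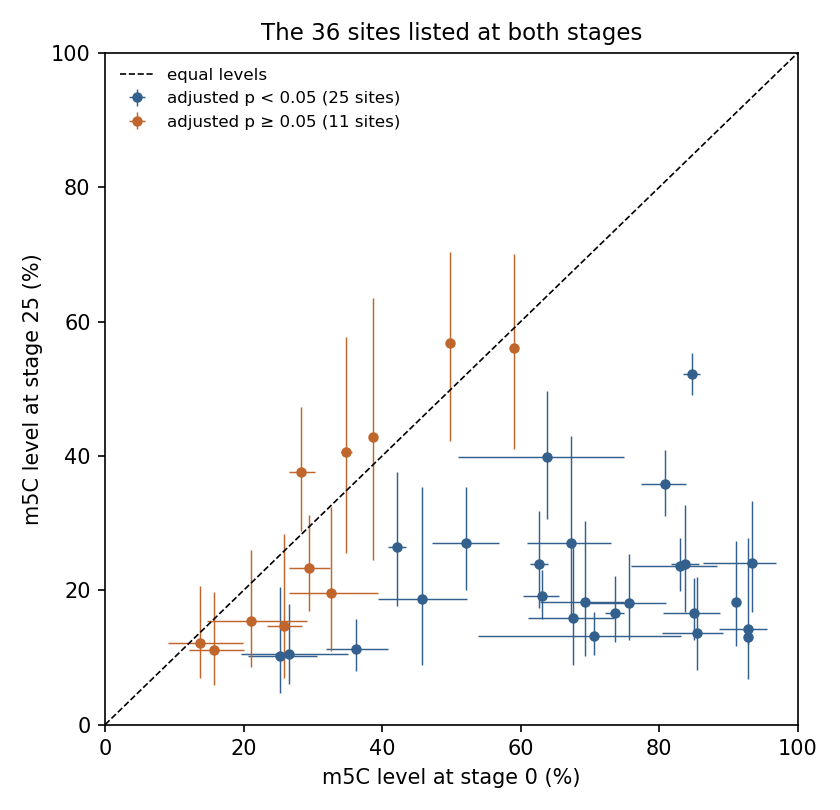
m5C level in percent at stage 0 (x axis) and stage 25 (y axis) for the 36 sites listed at both stages; points are levels of the combined replicates, bars are 95% Wilson intervals, the dashed line marks equal levels, and colour shows whether the adjusted p of Fisher's exact test was under 0.05. The 25 sites with an adjusted p under 0.05 all lie below the line, and 4 of the other 11 lie above it.

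Last, the genes of the known m5C writers and a reader were looked up. NSUN2 and NSUN6 are the RNA methyltransferases to which the study assigned mRNA m5C, and YBX1 is a protein that binds m5C transcripts. In nsun2.S, 2 sites were listed at stage 0 on the minus strand of chromosome 6S, with a level of 10.5% (8.92% to 12.3%, 1268 reads) at position 59407012 and 12.6% (10.9% to 14.4%, 1384 reads) at position 59409671. In nsun6.L, 2 sites were listed on the plus strand of chromosome 6L, with 60.6% (43.7% to 75.3%, 33 reads) at position 25164646 and 25.0% (18.0% to 33.6%, 116 reads) at position 25178757. No site was listed for nsun2.L, nsun6.S or either copy of ybx1 at stage 0, and none of these genes had a site at stage 25.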

Values the study reported

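The study kept sites with a methylation level of at least 10% as high-confidence m5C sites. It gave the density of m5C sites in maternal mRNAs as 10 to 30 times that of later stages or adult tissues.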

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

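Apart from the coverage alternatives for the level at shared sites and the pairs of gene copies restricted by name or chromosome, which were chosen after seeing the data, the alternatives were chosen before the data were examined. No paired analysis was possible because the tables hold 1 combined value per site and stage and no replicate columns. For the same reason leaving out a replicate was not possible, and replicate agreement and a logistic model over the 4 libraries were not run. The results on Type I and Type II sites and on genic location were not run, since no genome or annotation of the build was used here.

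The stage 0 list was longer than the stage 25 list under each alternative, with a ratio of site numbers between 361 as deposited and 604. At a coverage minimum of 100 reads, 10052 and 21 sites remained at stage 0 and stage 25, with 19 genes at stage 25. At a level minimum of 20%, 8566 and 20 sites remained, with 20 genes at stage 25. At a level minimum of 30%, 5439 sites in 3760 genes and 9 sites in 9 genes remained. A coverage minimum of 50 reads and the restriction to assembled chromosomes kept both site numbers within 1.5 times those deposited.

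The direction of the higher mean level of stage 0 held under all 6 alternatives, and the permutation p ranged from 0.0185 to 0.447. The difference no longer passed the threshold of the permutation test at a coverage minimum of 100 reads (6.57 percentage points, p = 0.153, 21 sites at stage 25), at a level minimum of 30% (9.68 percentage points, p = 0.128, 9 sites at stage 25) or with medians (2.30 percentage points). In the first 2 of these, fewer sites were tested. For the medians, the cause was not tested.

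At a coverage minimum of 100 reads at both stages, 15 sites were shared, and 13 of them had a lower level at stage 25 by Fisher's exact test. At a minimum of 50 reads, 21 of 27 did. The weak negative relation of coverage and level at stage 0 changed sign, to a rho of 0.0011, among sites with at least 100 reads, where the sites with the lowest coverage are left out. For the 5 genes with the most sites, 13 of the 20 numbers of sites under higher minimum values fell by more than 1.5 times, to as few as 3 sites. Depth limits the precision of the stage 25 levels, since the first quartile of coverage at the listed sites was 44 reads. The coverage of listed sites tells nothing of unlisted positions.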

Other observations

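All tests in this part were chosen after the result was seen, with the following exceptions. The comparison of all L and S copies, also at higher minimum values of coverage and level, and of those with sites in both was planned. Fisher's exact test over all 36 shared sites, repeated from above, was planned too. The test of the minimum of C reads was set before its outcome was seen. The number of listed sites here was 361 times higher at stage 0. Its denominator is the number of sites listed at stage 25, whereas the densities quoted from the study above are sites per covered cytosine, so no direction is given.

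The sites that were still listed at stage 25 had a higher mean level at stage 0 than the others. Their stage 0 level was 57.3% ± 25.2 (SD over sites, n = 36 sites), against 29.3% ± 21.1 (n = 16197 sites) for the sites listed at stage 0 only (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The same held within genes. In 16 genes with both kinds of site, the 17 sites listed again had a mean stage 0 level of 58.4%, against 31.1% for the 29 others (permutation within genes, p = 0.00063), and in 13 of the 16 genes the site with the highest stage 0 level was among those listed again. The level minimum of the calls would by itself favour sites that began high if levels fell in proportion, and this was not tested. Lower depth at stage 25 changes how precisely a level is measured but does not lower it, so the 25 shared sites whose level fell past the threshold argue against depth as the cause of the lower levels. A difference in bisulfite conversion or library batch between the stages was not tested. For the 16197 positions that were not listed at stage 25, low depth, loss of the mRNA and loss of methylation cannot be told apart, because their stage 25 coverage is in no table used here.

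At the 4 shared sites whose coverage fell most, no change in level was detectable at 21 to 44 reads. In h1foo.L, LOC108709196, ccnb5.L and top1.2.S, which were chosen after their values were seen, coverage was 451 to 1082 times lower at stage 25. The largest fall at the other 32 sites was 92.9 times, in plin2.S, also named after its values were seen. There the level did not stay, being 91.1% at stage 0 and 18.3% at stage 25. Over the 4 sites, 70 of 138 reads were C at stage 25, which is 50.7% (95% Wilson interval 42.5% to 58.9%), and their stage 0 levels would give 47.4%. None of the 4 passed Fisher's exact test (smallest unadjusted p = 0.369), while the level was lower at 31 of the other 32 sites and 25 of these passed the test after adjustment. A candidate explanation is that stage 25 levels come from persisting maternal mRNA that is diluted by unmethylated mRNA made later, so that the level stays where little new mRNA is made. Across the 36 sites, the ratio of stage 25 to stage 0 level correlated negatively with the ratio of coverage (Spearman's rho = -0.424, permutation p = 0.0098, Benjamini-Hochberg adjusted p = 0.0490 over the 5 sets of sites tested; Pearson's r = -0.521 on log2 ratios). Without the 4 sites, rho was -0.192 (p = 0.287). Without the 2 sites farthest from the median coverage ratio, rho was -0.323 (p = 0.0609) and r was -0.402. With at least 50 reads at stage 25, rho was -0.218 (28 sites, p = 0.259), and with at least 100 reads, which leaves out the 4 sites, it was -0.495 (17 sites, p = 0.0431, adjusted p = 0.101). As the relation passed the adjusted threshold in none of the 4 smaller sets, the explanation stays open. The minimum of C reads in the calls asks for a higher level at low coverage. To examine it, level ratios were reassigned among sites, with the stage 25 level of each ratio giving at least 5 C reads at its new site. A rho as negative was rare among 10000 such draws (one-sided permutation p = 0.0069). Each ratio kept the stage 0 level of its own site and was not recomputed at the new site. The draws therefore cannot decide whether this minimum caused the relation.

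Tested against counting error, dilution by a single factor per gene was not borne out over the 4 genes that could be tested together. Spread between replicates was not in this test and could add to the differences. In the 4 genes with 2 shared sites each, the ratio of stage 25 to stage 0 level differed between the sites of a gene beyond counting error (parametric bootstrap of binomial read counts, p = 1e-04, the smallest that 10000 draws can give). Most of this came from grhpr.2.L, with ratios of 0.303 and 0.616 at positions 106649707 and 106650569. Without grhpr.2.L the same bootstrap of binomial read counts gave p = 0.0306. By gene, after adjustment over the 4 genes, the p-value was 4e-04 for grhpr.2.L, 0.0666 for pon2.L, 0.108 for MGC82327 and 0.271 for grn.L. Whether transcript isoforms that hold only 1 of the sites differ between the stages was not tested, nor was a change in methylation of new mRNA. The simulated self-test of this comparison, on the same 8 sites, called 6.67% of 60 draws with 1 ratio per gene.

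Sites directly next to each other were in excess at stage 0. There were 236 pairs of neighbouring sites 1 nt apart on the same strand of a gene (95% Poisson interval 207 to 268), in 225 genes, against 14.8 pairs per nt at distances of 11 to 50 nt (exact binomial test, p = 1.54e-174). At distances of 2, 3, 4 and 5 nt there were 27, 11, 4 and 11 pairs. The numbers thus argue against chance spacing. If both sites of a pair came only from stretches of unconverted cytosines in the same reads, their levels would be alike. Instead, the levels of sites 1 nt apart were unrelated (Spearman's rho = -0.029, permutation p = 0.654). Their median difference was 16.5 percentage points, compared with 13.6 for neighbouring sites of a gene over 1000 nt apart. Incomplete conversion at only 1 site of a pair would not make the levels alike, so these values cannot exclude it. The level was higher at the 3' site in 114 pairs and at the 5' site in 120 pairs (exact binomial test, p = 0.744). A preference of the writer for CC dinucleotides, and errors in alignment that shift a C by 1 nt, were not tested, since no sequence was used here.

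More sites were listed in L than in S copies at stage 0. Of 4684 base names with an L or S suffix, L had more sites in 2686 and S in 1687 (61.4%, exact binomial test, two-sided, p = 6.68e-52), with an unlisted copy counted as 0 sites. Among base names whose copies are both named in the RefSeq list, L had more in 1274 and S in 1123 (53.1%, exact binomial test, p = 0.00218), although that list is of a later assembly. Across the alternatives, the share ranged from 53.1% to 62.2%. In the 1031 base names with sites in both copies, L had more in 390 and S in 330 (54.2%, exact binomial test, p = 0.0278). Both copies are annotated there, which argues against copies missing from the annotation as the whole cause, but they may account for much of the larger share over all base names. In these pairs, the copy with more sites tended to be the one with the higher median coverage. L had more sites in 61.9% of untied pairs where its coverage was higher, and in 45.8% where that of S was higher (Fisher's exact test, p = 1.86e-05). This is consistent with coverage, and so with expression or mappability, as a source of the difference. Taken alone, the difference between copies passed the threshold where L had the higher coverage (exact binomial test, p = 4.72e-06). Where S had the higher coverage, it did not (exact binomial test, p = 0.132). S had more sites in 54.2% of untied pairs where S had the higher coverage. The shares were thus not symmetrical (Fisher's exact test, p = 0.0409). Pairs were split by which copy had the higher coverage and not by how much. The test therefore cannot decide whether coverage was the whole cause, and another contribution stays open. Mean levels of the copies in these 1031 pairs were unrelated across genes (Spearman's rho = 0.042, permutation p = 0.176). Each mean was taken over the sites listed in a copy, and cytosines were not matched between copies. Whether the same cytosine has like levels in both copies was therefore not examined.

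Among stage 0 sites in genes whose name ends in L or S and on chromosomes whose name does too, the suffixes differed at 260 of 12389 sites (2.10%), in 123 genes, with 150 sites of L genes on S chromosomes and 110 of S genes on L chromosomes. At 3 stage 0 sites every read was C. Besides tmem8a.L, these were suox.L (chromosome 2L, position 138807163, 41 reads) and LOC108699487 (chromosome 8L, position 119613928, 36 reads), both chosen after their values were seen.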
